A study of Mus musculus with 62 samples. Its data were reported in "Dynamic enhancers control skeletal muscle identity and reprogramming" (2019).

How the data were processed

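The study profiled chromatin of mouse skeletal muscle in 62 libraries. The 32 histone mark libraries were ChIP-seq of H3K27ac (histone H3 acetylated at lysine 27, a mark of active enhancers and promoters) and H3K4me2 (histone H3 dimethylated at lysine 4, a mark of enhancers and promoters), with 2 replicates per mark in each of 8 groups. The groups were the muscles EDL (extensor digitorum longus), Quad (quadriceps), Sol (soleus) and Dia (diaphragm) of sedentary wild-type mice, and 4 further Quad groups. These were sedentary mice (Sed), mice given running wheels (Ex), wild-type mice (Wt) and mice overexpressing the coactivator gene Ppargc1a (Pgc1a) in skeletal muscle (mTg). 11 input libraries (sheared chromatin without immunoprecipitation) belonged to these groups. Per the paper, each Quad histone library came from a single animal, while each EDL, Sol or Dia library pooled muscles of 3 animals. Replicate spread in Quad and in the other muscles is therefore not of the same kind. The remaining libraries were 9 of ATAC-seq (transposase-accessible chromatin) in Quad, 3 each from control, exercised and PGC1α transgenic mice, 4 of the mediator subunit MED1, 2 of the transcription factor NFAT and 4 inputs for these factors. Samples were grouped by the sample titles, tissue, genotype and treatment in the labels. No label gave a sequencing batch or date.

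Per the labels, the authors aligned ChIP-seq reads with Bowtie to mm10 and ATAC-seq reads with Bowtie2, and made HOMER tag directories that kept 1 tag per position. Histone peaks were called by the authors across both replicates of a group against input, with HOMER and DESeq2, at a 2-fold enrichment and an FDR of 0.05. The 4 lists of differential H3K27ac regions (hyper- and hypoacetylated in Ex against Sed, and in mTg against Wt) were made by the authors with the same tools and thresholds. Per the file headers, the peak lists were scaled to total tags and the differential lists were not. MED1 and NFAT peaks came from 1 library each. The deposited ATAC control list was called at an FDR of 0.001 and 4-fold over the local background from 79.0 M pooled tags, of which 4.26% lay in peaks. Any shift of ATAC reads for the transposase offset was not stated. Footprints were called by the authors with HINT.

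Per the file headers, the tag columns of the deposited histone lists came from DESeq2, and their values are on a log2 scale, taken here to be its regularized logarithm, computed within each list. The deposited fold changes are log2 values of target over background, and in the lists of hypoacetylated regions the target was the control group. The p-value columns hold the authors' p-values and Benjamini-Hochberg adjusted p-values over the candidate regions of each run. The peak score, taken to be tags in the peak scaled to a common library size, is the authors' own value, as is the fold enrichment per peak. Both were used only to describe, rank or filter regions within a list. The deposited ATAC control list gives a signal in tags scaled to a common library size and a ratio of tags in the peak to the local region. The exercise and PGC1α ATAC lists and the 3 footprint lists are intervals of a genome build that is not mm10, so they were compared only with each other.

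Depth was read from the file headers as total tags per library. It ranged from 6.41 to 24.2 M in the 32 histone mark libraries (median 19.5 M) and from 7.72 to 22.9 M in their inputs. Depth of the factor libraries and of the exercise and PGC1α ATAC libraries is not given by the files and is unknown here. Wilson 95% intervals are given for shares of regions. They cover counting error over regions only, and regions are not replicates of the animals.

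Because no file held tag counts and every list was normalized separately, the count-based tests chosen before the data were examined were not run between lists. Regions of a pair of lists were instead matched one to one at a reciprocal overlap of at least 50%, and the log2 level per kb of region width was compared without a test. The Spearman rank correlation across regions was computed from the mean of both replicates. A region was counted as over 2-fold apart when the difference of means, centred on its median over shared regions, passed 2-fold and the replicates of the groups did not overlap after each library was centred on its own median. For 2 against 2 libraries, chance gives no overlap in 33.3% of cases. The spread given for a rank correlation is the SD over the single-library pairings.

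Within each differential list, all 4 libraries were normalized together, so levels were compared between groups with limma 3.58.1 (R 4.3.3; moderated test, two-sided, Benjamini-Hochberg adjusted). The authors had selected these regions for differing, so this measures how far the replicates separate and is not independent evidence. On simulated changes planted in the 4 lists, 94.0% to 100% of the changed regions were recovered and 0.307% to 2.62% of the others were called.

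Lists were merged and overlapped with bedtools 2.31.1 and numpy 2.4.6, with an overlap of at least 1 bp. Promoters were the authors' annotation class, from 1000 bp upstream to 100 bp downstream of a transcription start site (TSS). Overlap between the Ex and mTg lists was tested with Fisher's exact test (two-sided; scipy 1.17.1) over the merged regions of the 4 condition lists, with Benjamini-Hochberg adjustment over the 5 pairs of lists. Consensus words of the factors the study discusses (10 words) were counted on either strand in the central 500 bp. They were compared by Fisher's exact test with other H3K27ac regions of the same conditions, matched on GC content in bins of 2 percentage points and drawn with a fixed seed. The draw gave 5 controls per region, but 4 for regions of Sol only and 1 for regions of Quad only, where the matching regions ran out. Adjustment covered all 60 combinations of word and list.

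Loci were named by a rule set before the data were examined: Myh4, Myh1, Myh2, Myh7, Myh6, Ngdn, Acta1, Pvalb, Bdh1 and Acadl, through the nearest gene in the authors' annotation. To these were added the 3 regions of each differential list with the largest deposited fold change whose replicates did not overlap. Ppargc1a lies outside this rule. The comparisons, the words, the loci and most alternatives were fixed before the data were examined. The alternatives were stricter thresholds, equal numbers of top-scoring peaks, other overlap rules, other backgrounds and control regions, a replicate block and leaving out each replicate. 3 alternatives were added after the data were seen: fold over input in place of the level per kb, another draw of the control regions, and a replicate block with crossed numbers. The named regions of Quad against Sol at shared regions were not analysed here, since they needed a test between lists. Other tools were Python 3.11.15, pandas 2.3.3, matplotlib 3.10.9 and pysam 0.24.0.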

Results

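Histone marks were profiled in 4 muscles that differ in fiber composition and in Quad after exercise or Pgc1a overexpression. The 16 H3K27ac and 16 H3K4me2 libraries had 2 replicates per group. Depth was lowest in a replicate of the libraries labelled mTg H3K4me2 (6.41 M tags) and highest in a Quad H3K27ac replicate (24.2 M tags). H3K27ac libraries had 11.7 to 24.2 M tags. Replicates of a group ranked the regions of their own list alike, with Spearman's rho across regions from 0.875 (Wt) to 0.951 (EDL) for H3K27ac, and from 0.925 (libraries labelled Wt) to 0.976 (Dia) for H3K4me2. Regions are not independent replicates, so no p-value accompanies these correlations.

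The first comparison asked how many enhancer and promoter regions each muscle carries. The authors' H3K27ac lists held 35750 peaks in EDL, 40949 in Quad, 34173 in Sol and 33106 in Dia. The H3K4me2 lists held 42501, 43525, 35696 and 33138 peaks, respectively. With an adjusted p-value under 0.001 in place of the authors' threshold, Sol H3K27ac fell to 20382 peaks and Quad to 25533. Promoters took 9.37% (H3K4me2 in EDL) to 13.4% (H3K27ac in EDL) of the peaks in the 4 muscles. Intragenic peaks made up 56.2% to 62.1% and intergenic peaks 25.7% to 31.9%. Each list is 1 call over both replicates, so these counts carry no replicate error.

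Overlap between the lists asked which regions are common and which belong to 1 muscle. The 4 H3K27ac lists merged into 51588 regions, of which 19318 (37.4%, Wilson 95% interval 37.0% to 37.9%) were called in all 4 muscles. Another 16376 regions (31.7%) were called in 1 muscle alone, and 6819 of these in Quad. The Quad list was called against 2 inputs and the others against 1. Its lowest log2 fold over input was 1.58, against 1.74 (Dia) to 1.80 (EDL) in the other muscles. How far this raises the number in Quad was not tested. The H3K4me2 lists merged into 56759 regions, with 22476 (39.6%) in all 4 muscles and 17493 (30.8%) in 1 alone. Taking the same number of top-scoring peaks from each list moved the shared part most, to 41.7% for H3K27ac and 47.7% for H3K4me2. Of the H3K27ac regions common to all 4 muscles, 12636 (65.4%) overlapped an H3K4me2 region common to all 4. The Jaccard index of covered bases was lowest between Quad and Dia, at 0.510 for H3K27ac and 0.562 for H3K4me2, and highest between EDL and Quad, at 0.594 and 0.626. Both marks were found at 49.0% of the regions in EDL, 45.2% in Quad, 45.7% in Sol and 43.2% in Dia. Requiring 4-fold enrichment lowered these shares most, to 42.0% in Quad.

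**Figure D1:**
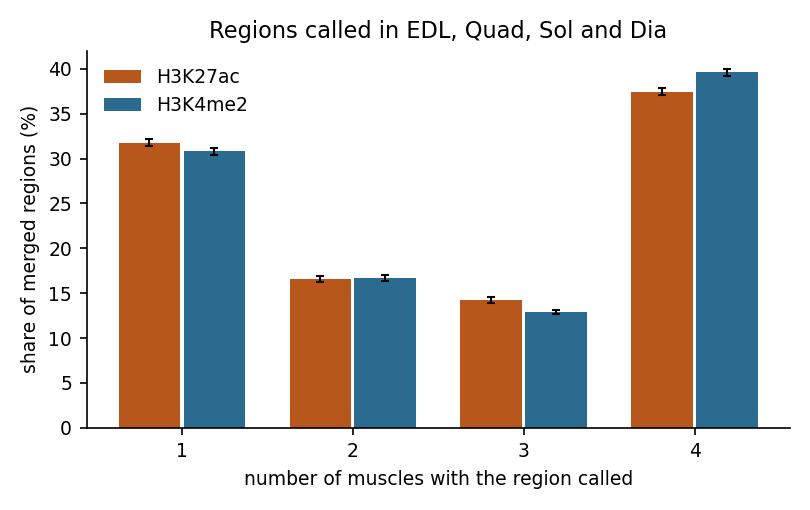
Percent of merged regions (y axis) by the number of muscles, out of EDL, Quad, Sol and Dia, in which the region was called (x axis); bars are H3K27ac (orange) and H3K4me2 (blue), and error bars are Wilson 95% intervals over regions. For both marks the tallest bars are regions called in all 4 muscles (37.4% and 39.6%), followed by regions called in 1 muscle.

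Levels at shared regions asked whether muscles differ in the amount of a mark where both carry it. Each list was normalized separately, so these levels were set side by side without a test. Across shared regions, H3K27ac of EDL and Quad was the most alike pair of muscles (rho 0.930, SD 0.0220 over single-library pairings), with 145 of 22536 regions (0.643%) over 2-fold apart. Sol and Quad had a rho of 0.872 (SD 0.0127), and 728 of 19468 regions (3.74%) were over 2-fold apart, 243 higher and 485 lower in Sol. Dia and Quad had a rho of 0.875 (SD 0.0159) and 4.27% of regions over 2-fold apart. Sol and Dia had a rho of 0.907 (SD 0.0136) and 1.64%. For H3K4me2, rho ran from 0.894 (Sol and Quad) to 0.931 (EDL and Sol), and the share over 2-fold apart from 0.439% (Sol and Dia) to 1.89% (Sol and Quad). In all 6 pairs of muscles a smaller share of regions was over 2-fold apart for H3K4me2 than for H3K27ac. A stricter match of regions (reciprocal overlap of 80%) lowered every one of these shares, that of Quad and Dia H3K27ac to 2.51%.

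Quad of untreated wild-type mice was profiled in 3 separate sets, which gives the background for treated groups. H3K27ac of Quad and Sed had a rho of 0.907 and 1.07% of shared regions over 2-fold apart. Quad and Wt had 0.920 and 1.35%, and Sed and Wt 0.918 and 0.495%. Treated groups were set against their controls in the same way. For Ex and Sed H3K27ac, rho was 0.846 and 585 of 18430 regions (3.17%) were over 2-fold apart, 129 higher and 456 lower in Ex. The single-library pairings spread widely here (SD 0.0773), from 0.712 to 0.900. Without Ex replicate 1 the rho of the means was 0.778, and without Sed replicate 1 it was 0.877. For mTg and Wt H3K27ac, rho was 0.891 (SD 0.0172) and 810 of 17448 regions (4.64%) were over 2-fold apart, 381 higher and 429 lower in mTg. H3K4me2 of Ex and Sed had a rho of 0.913 (SD 0.00256), with 20 of 21618 regions (0.0925%) over 2-fold apart. H3K4me2 of the libraries labelled Wt and mTg had a rho of 0.903 (SD 0.0287) and 0.724% over 2-fold apart. This lies below the 2.70% of Quad and the libraries labelled Wt, which are 2 untreated sets by their labels.

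**Figure D2:**
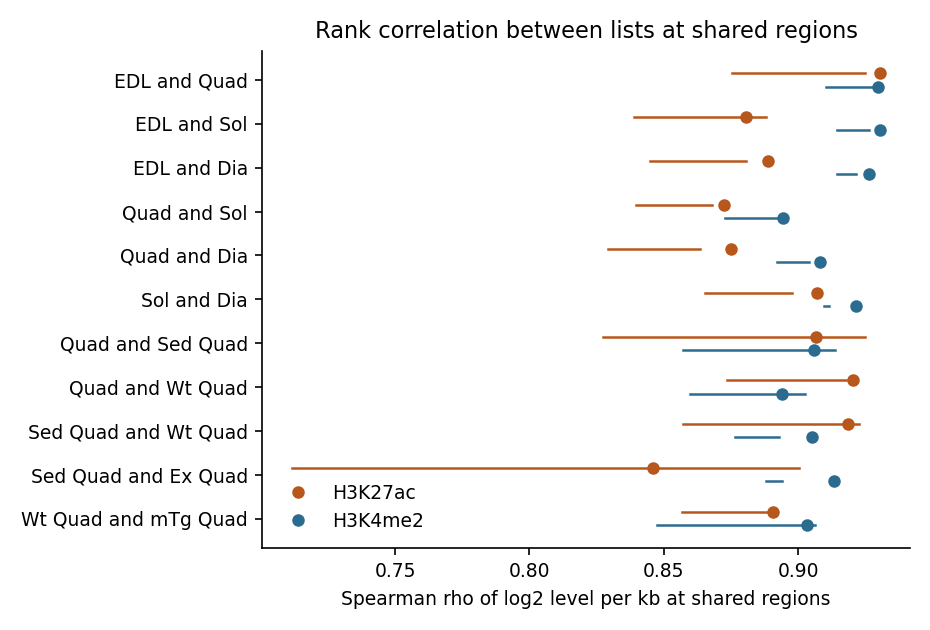
Spearman's rho of the log2 level per kb at shared regions (x axis, not from 0) for pairs of lists (y axis), with H3K27ac in orange and H3K4me2 in blue; points are rho of the means of both replicates, and lines run from the lowest to the highest rho of the 4 pairings of single libraries. The line of Sed and Ex H3K27ac is the longest, from 0.712 to 0.900, and each list was normalized separately.

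The loci named beforehand were read from H3K27ac peaks of mm10. Near Myh4, which encodes a fast myosin heavy chain, the strongest peak of Quad lay on chromosome 11 from 67229116 to 67240753 (intergenic, upstream of the TSS). Its log2 level per kb was 7.60 ± 0.18 (SD, n = 2), at percentile 96.7 of the Quad list. The only Myh4 peak of Sol, at the promoter from 67236924 to 67237424, had 4.49 ± 0.75 (SD, n = 2), at percentile 3.87 of the Sol list. Near Myh7, which encodes the slow myosin heavy chain, Sol had 3 H3K27ac peaks, and Dia also had 3. The strongest in Sol, on chromosome 14 from 55002072 to 55007046 (intergenic), had 6.65 ± 0.17 (SD, n = 2), at percentile 77.1. EDL, Quad and the 4 further Quad groups had 0 peaks there. The Quad list also had 0 peaks near Ngdn, where the other 7 groups had 1 or 2, so 0 peaks in this list need not mean that the mark is absent. Myh2 peaks reached percentile 74.5 in Sol and 48.0 in Quad. Pvalb peaks reached percentile 97.1 in Quad and 44.4 in Sol. No H3K27ac peak had Myh6 as its nearest gene in any of the 8 groups.

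Differential H3K27ac asked which regions respond to exercise (exercise-modified regions, EMRs) and to Pgc1a (PGC1α-modified regions, PMRs). For the targeted gene Ppargc1a, 1 region of the PMR lists had it as the nearest gene, a hyperacetylated intergenic region on chromosome 5 from 51131485 to 51133285. It lies 421536 bp from the TSS and rose by 0.59 on the log2 scale, from 5.52 ± 0.16 in Wt to 6.11 ± 0.13 in mTg (SD, n = 2). Of the EMRs, 2 had Ppargc1a as the nearest gene and both were hypoacetylated. The one from 51567004 to 51572524 (intergenic, upstream of the TSS) fell by 0.98 on the log2 scale, to 7.54 ± 0.35 in Ex from 8.52 ± 0.50 in Sed (SD, n = 2). The other, from 51544692 to 51547603 in an intron, fell by 0.70. Ppargc1a regions of both kinds were looked up after the data were seen.

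The authors' lists held 382 hyperacetylated and 2280 hypoacetylated EMRs, so 14.4% (95% interval 13.1% to 15.7%) of 2662 were hyperacetylated. They held 1828 hyperacetylated and 844 hypoacetylated PMRs, so 68.4% (66.6% to 70.1%) of 2672 were hyperacetylated. The split of EMRs moved most at an authors' adjusted p-value under 0.001, where 4 hyperacetylated EMRs remained beside 684 hypoacetylated. All listed regions had replicates that did not overlap between groups, where chance gives 33.3%. The mean log2 difference was 0.61 in hyperacetylated EMRs, where the mean level per library was 6.18 ± 0.16 in Ex and 5.58 ± 0.030 in Sed (SD, n = 2). It was -0.75 in hypoacetylated EMRs, 0.78 in hyperacetylated PMRs and -0.69 in hypoacetylated PMRs. With limma, 381 and 2274 EMRs and all 1828 and 844 PMRs had an adjusted p-value under 0.05. Promoters held 2.36% of hyperacetylated and 1.32% of hypoacetylated EMRs, and 4.98% and 1.42% of PMRs, below the shares in the peak lists.

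**Figure D3:**
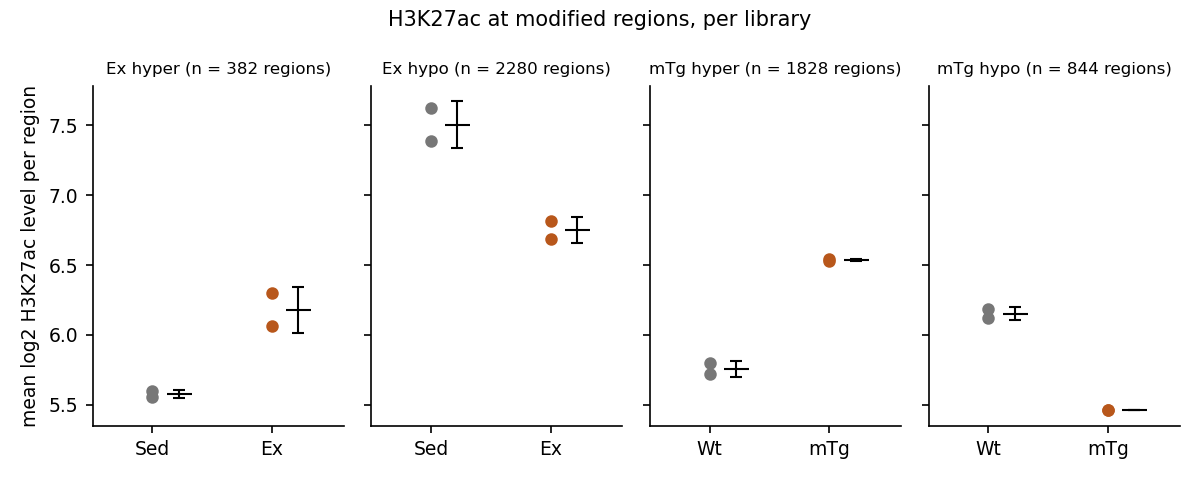
Mean log2 H3K27ac level (y axis, not from 0) of each library (points) by group (x axis), over hyperacetylated and hypoacetylated EMRs (panels Ex hyper and Ex hypo) and PMRs (panels mTg hyper and mTg hypo); horizontal ticks with error bars are the mean ± SD of the 2 libraries. Libraries of a group lie on the same side of both libraries of the other group in each panel.

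Among the named loci, 4 EMRs were found and all were hypoacetylated. The Myh4 region on chromosome 11 from 67228583 to 67246094, at the promoter, fell by 1.08 on the log2 scale (9.90 ± 0.12 in Ex and 10.98 ± 0.32 in Sed; SD, n = 2). The Myh1 region from 67198148 to 67207216 (intron) fell by 0.85. A pair of Pvalb regions on chromosome 15 fell by 0.94 and 0.90. Of the PMRs, the Myh1 region from 67194524 to 67206788 (intron) rose by 0.91 (10.35 ± 0.18 in mTg and 9.44 ± 0.0029 in Wt; SD, n = 2). The Acadl region on chromosome 1 from 66860700 to 66866660, at the promoter, rose by 0.90, and a Pvalb region from 78209133 to 78212960 (intergenic) fell by 1.38.

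The largest deposited fold change among hyperacetylated PMRs lay in an intron of Chst8 on chromosome 7 from 34805777 to 34810312. There the log2 level was 8.25 ± 0.18 in mTg and 5.69 ± 0.018 in Wt (SD, n = 2; limma adjusted p-value 9.16e-14). In the authors' deposited table its log2 fold change was 3.75 (adjusted p-value 2.56e-43). The next regions lay near Ptchd2 and Cds1, with differences of 1.25 and 1.99. Among hypoacetylated PMRs, the region nearest Mir152 on chromosome 11 from 96872288 to 96874869 fell by 1.92, from 7.42 ± 0.092 in Wt to 5.50 ± 0.0040 in mTg (SD, n = 2; limma adjusted p-value 3.35e-10). Regions near Mir350 and Mir582 fell by 1.30 and 2.13. The hypoacetylated EMR with the largest deposited fold change lay in an intron of Cep120 on chromosome 18 from 53709705 to 53711498. It fell by 1.14, to 5.52 ± 0.11 in Ex from 6.66 ± 0.073 in Sed (SD, n = 2; limma adjusted p-value 1.02e-05). Regions near Helt and 1700016L21Rik fell by 0.78 and 1.05. Hyperacetylated EMRs near G630093K05Rik, Eps8l1 and 1700129C05Rik rose by 0.63, 1.08 and 0.91. The deposited levels, which are taken to be regularized, differed by less than the authors' fold changes at these regions.

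Overlap of EMRs with PMRs asked how far exercise and Pgc1a act at the same regions. Over 57966 merged regions of the 4 condition lists, 274 regions held both, against 120 expected (odds ratio 2.61, Fisher's exact test p = 8.27e-38, adjusted 2.07e-37). Hypoacetylated EMRs and PMRs shared 198 regions against 32.0 expected (odds ratio 8.49, Fisher's exact p = 7.17e-98, adjusted 3.58e-97), which is 23.9% of the merged regions with a hypoacetylated PMR. Hyperacetylated EMRs and PMRs shared 1 region against 11.99 expected (odds ratio 0.0805, Fisher's exact p = 1.57e-04, adjusted 2.62e-04). Among regions called in all 4 condition lists, this last pair shared 0 against 0.705 expected, which is too few to test. Opposite directions showed no departure past the threshold, with 10 regions for hyperacetylated EMRs and hypoacetylated PMRs (adjusted p-value 9.50e-02) and 65 for the reverse (adjusted p-value 5.78e-01). Of the 274 shared regions, 199 (72.6%, 67.1% to 77.6%) had the same direction.

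Modified regions were then placed against Quad and Sol H3K27ac, to ask whether they fall at regions of fast or slow muscle. Of hypoacetylated EMRs, 34.6% overlapped a peak of Quad only and 2.19% a peak of Sol only, while 53.8% overlapped peaks of both. In all Sed and Ex regions these shares were 17.0%, 8.49% and 56.3%. Of hypoacetylated PMRs, 53.7% overlapped Quad only and 3.08% Sol only, against 16.4% and 8.81% in all Wt and mTg regions. Of hyperacetylated PMRs, 14.2% overlapped Quad only and 12.3% Sol only. Of hyperacetylated EMRs, 23.04% overlapped Quad only, 10.7% Sol only and 40.1% neither. With Quad and Sol peaks of at least 4-fold enrichment, the shares of hypoacetylated PMRs became 49.6% at Quad only and 4.74% at Sol only, and that of hyperacetylated EMRs at neither 45.8%.

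**Figure D4:**
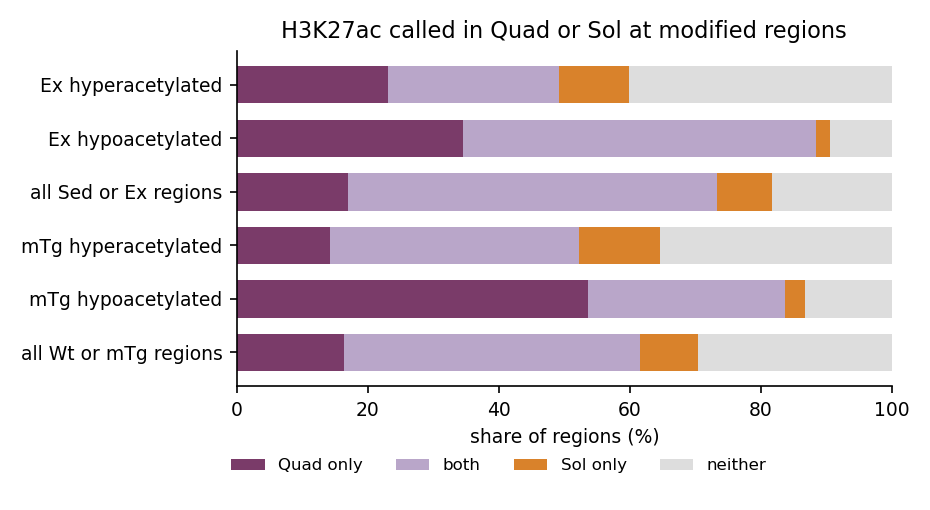
Percent of regions (x axis) overlapping H3K27ac peaks of Quad only, both muscles, Sol only or neither (parts of each bar), for hyperacetylated and hypoacetylated EMRs (Ex) and PMRs (mTg) and for all regions of the same lists (y axis). The Quad-only part is largest in hypoacetylated PMRs (53.7%) and EMRs (34.6%).

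MED1 and NFAT were profiled in 1 library per muscle, without replicates. MED1 had 834 peaks in EDL, 3593 in Quad, 4070 in Sol and 2145 in Dia, and 44.9% (Quad) to 66.2% (Dia) of them lay in H3K27ac regions of the same muscle. With equal numbers of top-scoring peaks, this share rose to 86.3% in Quad. NFAT had 485 peaks in Quad and 39661 in Sol, with 14 Quad peaks overlapping a Sol peak. Of these, 3.92% (Quad) and 2.69% (Sol) lay in H3K27ac regions, and 0.825% and 0.870% at promoters. Peaks of NFAT in Sol overlapped 1.84% of Quad-only, 2.17% of Sol-only and 3.22% of shared H3K27ac regions. MED1 peaks of Sol overlapped 0.489%, 1.35% and 6.36% of the same regions.

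Accessible chromatin of Quad was set against its histone marks. The ATAC control list held 44911 peaks, 24.5% at promoters. Of these, 45.1% overlapped both marks of Quad, 16.5% H3K27ac only, 12.4% H3K4me2 only and 25.98% neither. The top-scoring subset moved the share with either mark most, from 74.0% to 77.7%. An ATAC peak lay in 57.2% of Quad H3K27ac and 52.7% of H3K4me2 peaks. Hypoacetylated EMRs held one in 77.5% of cases, against 62.1% of all Sed and Ex regions, and hyperacetylated EMRs in 28.8%. For PMRs the shares were 66.0% (hypoacetylated) and 42.7% (hyperacetylated), against 48.5% of all Wt and mTg regions. These regions differ in width, with medians of 2689 bp in hypoacetylated and 1722 bp in hyperacetylated EMRs. The exercise and PGC1α ATAC lists held 47346 and 28711 peaks. They are in another build than the control list, and whether that list is their own control is unknown. Of the PGC1α peaks 94.0% overlapped an exercise peak, and of the exercise peaks 55.4% overlapped a PGC1α peak. Footprints numbered 308457 in control, 277563 in exercise and 173426 in PGC1α, each with a median width of 18 bp. The lists pool replicates, and depth of the exercise and PGC1α libraries is unknown, so the counts cannot be set against replicate error.

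Factor words were counted in modified regions against GC-matched H3K27ac regions. Of 60 tests, 7 were past an adjusted p-value of 0.05 as more frequent and 1 as less frequent, while 19 had an unadjusted p-value under 0.05. In hyperacetylated PMRs, the nuclear receptor half-site AGGTCA was found in 39.3% against 30.7% of controls (odds ratio 1.46, adjusted p-value 9.85e-11). In the same regions the MEF2 word CTAWWWWTAG was found in 4.54% against 2.12% (odds ratio 2.19, adjusted p-value 8.37e-07) and the ERR word TCAAGGTCA in 3.39% against 1.53% (odds ratio 2.26, adjusted p-value 1.53e-05). Regions with a half-site but no ERR word were also more frequent, at 35.9% against 29.2% (odds ratio 1.36, Fisher's exact p = 2.02e-08, a test added afterwards). In hypoacetylated EMRs, the MEF2 word was found in 4.01% against 2.23% (odds ratio 1.83, adjusted p-value 4.96e-05) and the half-site in 34.3% against 30.9% (odds ratio 1.17, adjusted p-value 1.52e-02). The AP-1 word TGASTCA was less frequent there, at 9.42% against 11.7% (odds ratio 0.784, adjusted p-value 1.52e-02), but its adjusted p-value ran from 0.00346 to 0.102 over 4 alternatives and stayed past the threshold only with another draw of the controls. The E-box word CAGCTG was more frequent in hypoacetylated PMRs (33.2% against 28.2%, adjusted p-value 3.56e-02) and in Quad-only regions (29.1% against 27.6%, adjusted p-value 4.01e-02). Over their alternatives, these adjusted p-values ran from 0.0166 to 0.37 and from 0.0115 to 0.465, and that of Quad-only regions was 0.0654 with another draw of the controls. No word passed in hyperacetylated EMRs, where 1 had an unadjusted p-value under 0.05, or in Sol-only regions, where 3 had. With all other H3K27ac regions as controls, without GC matching, the count in Sol-only regions rose to 5 words, and in the central 1000 bp that in hypoacetylated EMRs rose to 6. The word under 0.05 unadjusted in hyperacetylated EMRs was AP-1 (JUN), at 17.3% against 12.6% (odds ratio 1.45, Fisher's exact p = 1.70e-02, adjusted 7.41e-02). The paper reports enriched JUN motifs in these regions, and a result short of the threshold does not show their absence. In hypoacetylated EMRs (main setting), TCAGGTTTC and GTATCA fell short as more frequent (odds ratios 1.73 and 1.19, adjusted p-values 6.75e-02 and 5.68e-02). So did TGGAAAAW as less frequent (0.802, 6.17e-02).

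H3K4me2 coverage of PMRs was read from the libraries labelled Wt and mTg. With the 27527 top-scoring peaks of each list, H3K4me2 covered 41.2% of hyperacetylated PMRs in the libraries labelled Wt and 20.8% in those labelled mTg. In Quad and Sed the shares were 29.8% and 26.9%. Of hypoacetylated PMRs, the libraries labelled Wt covered 12.9% and those labelled mTg 25.4%, against 31.2% in Quad and 27.8% in Sed. In coverage of PMRs by equal numbers of peaks, H3K4me2 between these libraries therefore ran opposite to H3K27ac. With all called peaks, 46944 labelled Wt and 27527 labelled mTg, only the hyperacetylated side did. The list labelled Wt then covered 63.8% of hyperacetylated PMRs and that labelled mTg 20.8%. Of hypoacetylated PMRs they covered 30.9% and 25.4%. Levels at 5351 regions shared by both marks did not show H3K4me2 running opposite to H3K27ac. There the mTg over Wt differences of the marks correlated at 0.112 (-0.00355 to 0.172 over single H3K4me2 libraries). No change of H3K4me2 is attributed to genotype here. In the libraries labelled Wt, 1 H3K4me2 peak lay over exon 8 of Ppargc1a, on chromosome 5 from 51473624 to 51474522, with a log2 level per kb of 5.52 ± 0.20 (SD, n = 2) against 1.25 in input. None of the other 15 histone lists had a peak over exons after exon 2 of this gene. This peak was looked up after the data were seen.

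**Figure D5:**
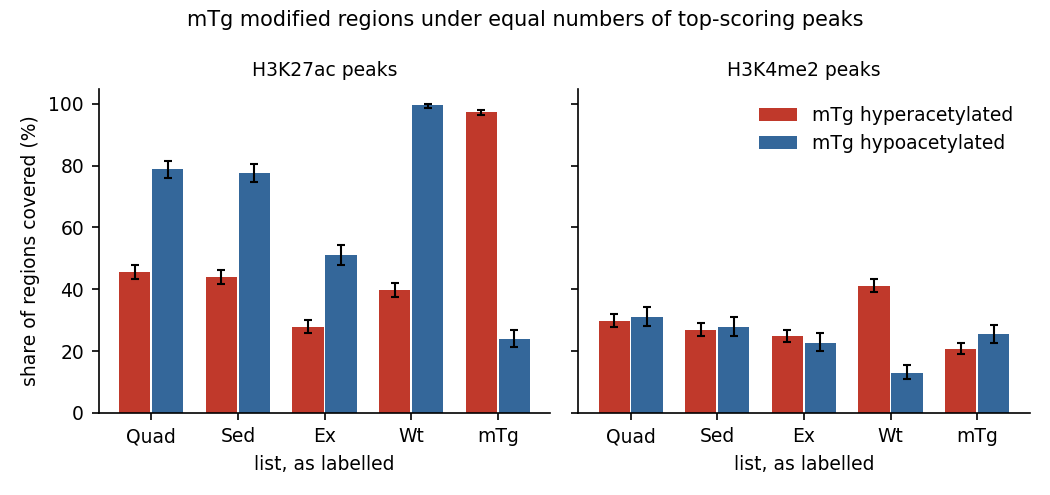
Percent of hyperacetylated (red) and hypoacetylated (blue) PMRs covered (y axis) by equal numbers of top-scoring peaks, 33106 per H3K27ac list (left) and 27527 per H3K4me2 list (right), in each Quad list as labelled (x axis); error bars are Wilson 95% intervals over regions. H3K27ac covers more hyperacetylated PMRs in mTg (97.3%) than in Wt (39.7%), and H3K4me2 more in the libraries labelled Wt (41.2%) than in those labelled mTg (20.8%).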

Values the study reported

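The study reported 20,359 H3K4me2 regions and 19,318 H3K27ac regions shared by all its muscles, 12,651 of them with both marks. The H3K4me2 count differs from that found here, for a reason that is not known. For H3K27ac it gave a Spearman coefficient of 0.92 between EDL and Quad and 0.76 between Sol and Quad, and for H3K4me2 it gave 0.85 between Sol and Quad. These used tags in windows of 1000 bp at marked regions of the compared muscles. The rho of the re-analysis used the level per kb only at regions called in both lists, so the measures are unlike. H3K4me2 of Ex and mTg Quad correlated with controls at 0.95 and 0.89. From clustering of H3K27ac, the study concluded that exercise moves Quad closer to untrained Sol than to untrained Quad. It counted 2,280 hypoacetylated sites out of 2,662 exercise-modified regions and 1,828 hyperacetylated sites out of 2,672 PGC1α-modified regions. Its ATAC-seq gave 47,326 peaks in control, 47,346 in exercised and 28,711 in transgenic Quad. The control count differs from that of the deposited control list, for a reason that is not known.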

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

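The alternatives with fold over input, with another draw of the control regions and with crossed replicate numbers were chosen after the data were seen. All others were planned. The 78 results that answer a comparison took 153 alternative values, of which 69 stayed, 83 moved, 1 fell short of its threshold and 0 reversed. A tested result stayed if it kept its side of the threshold, a share if it lay within its 95% interval, a mean difference if within the SD over pairings of single libraries, and a count if within 1.5 times its value. Mean differences had to stay by this rule, since leaving out 1 of 2 libraries cannot shift them past that SD. The 69 include 4 such values for each library left out, and these say nothing on stability. For what moved, the cause was not tested, except that stricter thresholds and matches leave fewer regions by construction.

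Under an adjusted p-value of 0.001, the H3K27ac lists held 23127 (EDL), 25533 (Quad), 20382 (Sol) and 19544 (Dia) peaks, and the H3K4me2 lists 26864, 26265, 21539 and 20661. EMRs fell to 4 hyperacetylated and 684 hypoacetylated, and PMRs to 1028 and 299. The hyperacetylated share became 0.581% of EMRs and 77.5% of PMRs. At an absolute fold change of at least 3-fold, 3 hyperacetylated and 46 hypoacetylated EMRs remained, with 441 and 148 PMRs, and the shares were 6.12% and 74.9%. The few hyperacetylated EMRs limit any statement on them, while the direction of both splits was kept.

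With 4-fold enrichment over input, 34.1% of H3K27ac and 37.6% of H3K4me2 regions were called in all 4 muscles, and both marks were found at 47.3% (EDL), 42.0% (Quad), 43.1% (Sol) and 40.4% (Dia) of the regions. The share at Sol-only regions became 3.86% for hypoacetylated EMRs and 4.74% for hypoacetylated PMRs, and the share at Quad-only regions 49.6% for hypoacetylated PMRs. With an overlap of at least 50% of the shorter region, both marks were found at 50.6%, 46.6%, 46.8% and 44.3% in the same order of muscles. These shares were counted over single peaks in place of merged regions. They therefore cannot be set against the main shares, and their rise does not come from the overlap rule. With equal numbers of top-scoring peaks, 41.7% of H3K27ac and 47.7% of H3K4me2 regions were called in all 4 muscles. MED1 peaks then lay in H3K27ac regions in 93.3% (Dia), 86.3% (Quad) and 87.7% (Sol) of cases and NFAT peaks of Sol in 6.39%. ATAC control peaks carried either mark in 77.7%. Read at the peak centre, NFAT of Sol gave 2.48%, ATAC control peaks 71.4%, exercise in PGC1α peaks 50.3% and PGC1α in exercise peaks 92.8%.

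A reciprocal overlap of 80% lowered all 22 shares of regions over 2-fold apart. For H3K27ac they became 0.324% (EDL and Quad), 1.89% (EDL and Sol), 1.88% (EDL and Dia), 2.09% (Quad and Sol), 2.51% (Quad and Dia), 0.972% (Sol and Dia), 2.28% (Sed and Ex), 2.89% (Wt and mTg), 0.787% (Quad and Sed), 0.788% (Quad and Wt) and 0.191% (Sed and Wt). For H3K4me2, in the same order of pairs and with Wt and mTg as labelled, they became 0.214%, 0.299%, 0.347%, 0.80%, 0.771%, 0.216%, 0.018%, 0.288%, 0.443%, 1.42% and 0.924%. Treated groups kept larger H3K27ac shares than all 3 pairs of untreated Quad sets.

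For the factor words, the number past the threshold in hyperacetylated EMRs was 0, and became 1 in the central 1000 bp, 2 with all other H3K27ac regions as controls and 1 with another draw. In hypoacetylated EMRs it went from 3 to 6 in the central 1000 bp and to 5 in each of the whole region, all other regions and another draw. In hyperacetylated PMRs it went from 3 to 5 with all other regions. In hypoacetylated PMRs it went from 1 to 0 in the central 1000 bp, to 0 in the whole region and to 4 with all other regions. In Quad-only regions it went from 1 to 3, 2 and 4, and in Sol-only regions from 0 to 1, 3 and 5, under the same settings.

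The overlap of hyperacetylated EMRs and PMRs was 0 among regions called in all 4 condition lists (odds ratio 0), and no longer past the threshold. At 3-fold, 3 regions were in common, all hypoacetylated in both. The other 3 pairs of single lists had 0 in common with under 0.5 expected, and gave no value. The same held for hyperacetylated EMRs and hypoacetylated PMRs among regions called in all 4 lists.

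Leaving out each library in turn could not reverse the direction in the 4 lists of modified regions. All listed regions had replicates that did not overlap between groups, so only the size of the difference could change. The mean log2 difference ran from 0.49 to 0.72 in hyperacetylated EMRs, from -0.87 to -0.64 in hypoacetylated EMRs, from 0.74 to 0.82 in hyperacetylated PMRs and from -0.72 to -0.66 in hypoacetylated PMRs. Across the 22 rank correlations, 88 such values ran from 0.778 to 0.932, and 34 moved by more than the spread of single libraries. The lowest was Ex and Sed H3K27ac without Ex replicate 1.

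With the replicate number as a replicate block, limma called 382 and 2280 EMRs and 1828 and 844 PMRs. Deviations of libraries with the same number correlated by 0.144, 0.106, -0.0386 and -0.242 in the 4 lists. Crossed numbers called 380 and 2200 EMRs and 1828 and 844 PMRs. No paired analysis was possible between peak lists because they were normalized separately and no test crosses them. For that reason, scaling to total tags, the other count-based test and a filter on tags were not run. Equal numbers of exercise and PGC1α ATAC peaks were not run, as those lists have no score.

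Of 297 values for 99 further results, 120 stayed, 169 moved and 8 fell short of their threshold, all of these 8 for the AP-1 and E-box words. Fold over input in place of the level per kb lowered all 22 rank correlations, to values between 0.114 (Quad and the libraries labelled Wt, H3K4me2) and 0.705 (EDL and Sol, H3K4me2). Pairs with Wt or mTg, in either mark, had 0.114 to 0.212, and the other pairs 0.493 to 0.705. Promoter shares rose in all 8 lists of the muscles under 3 alternatives. Depth limits the libraries labelled mTg H3K4me2 most, where 1 replicate had 6.41 M tags.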

Other observations

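Tests chosen only after their result was seen were those of the Wt and mTg labels, peak number and H3K4me2 direction, except the test at regions shared by both marks, and those of GC content between Ex and Sed, replicate noise and a Sol-like shift after exercise. The comparison at regions called in all 4 lists was planned as an alternative, and its reading as a test of calling came after its result. The tests at regions shared by both marks, within deciles of GC content, of a narrower range, of NFAT, of region width and of control levels were written before their results.

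In coverage of PMRs by equal numbers of top-scoring peaks, H3K4me2 of the libraries labelled Wt and mTg ran against H3K27ac. At equal numbers, peaks of the libraries labelled Wt covered more hyperacetylated and fewer hypoacetylated PMRs than those labelled mTg. With all called peaks, the list labelled Wt covered more of both. The shares were 63.8% against 20.8% of hyperacetylated and 30.9% against 25.4% of hypoacetylated PMRs. The hypoacetylated side thus depends on the cut to equal numbers. A lower number of peaks in the list labelled mTg does not account for the hyperacetylated side, where the shares at equal numbers were 41.2% and 20.8%. H3K4me2 moving against H3K27ac with the labels as given is also argued against. At equal numbers, hypoacetylated PMRs were covered in 12.9% by the libraries labelled Wt, far below the 27.8% or more in Quad and Sed, which should resemble Wt. With all called peaks the share was 30.9%, against 37.8% in Sed and 53.0% in Quad. An exchange of the H3K27ac labels instead is argued against by Quad and Sed H3K27ac, which covered at most 45.5% of hyperacetylated and at least 77.7% of hypoacetylated PMRs. That the libraries labelled Wt H3K4me2 came from mTg mice is a candidate explanation that remains. It needs H3K4me2 over coding exons of Ppargc1a, as a cDNA transgene may carry, in these libraries. Of the 16 histone lists, the list labelled Wt H3K4me2 was the only one with a peak after exon 2, over exon 8 (authors' log2 fold over input 5.78), and both of its replicates had the signal (5.38 and 5.65 on the log2 scale per kb, against 1.25 in input). An exchange with the libraries labelled mTg H3K4me2 needs these to be the untreated partner, and cannot be told apart from a wrong label in the Wt libraries alone. They covered hypoacetylated PMRs in 25.4%, near Sed (27.8%). Against an exchange, they covered 27.7% of hypoacetylated EMRs, below Sed (42.9%) and the libraries labelled Wt (40.7%), and ranked regions less like Quad and Sed (rho 0.823 and 0.854) than the libraries labelled Wt did (0.894 and 0.905). Of the regions shared with Quad, 4.24% were over 2-fold apart in the list labelled mTg and 2.70% in that labelled Wt, but with Sed these shares were alike (1.85% and 1.78%). Low depth of mTg replicate 1 (6.41 M tags) keeps this open. Its rho was 0.758 with Quad and 0.796 with Sed, while replicate 2 (14.1 M tags) had 0.866 and 0.885, and the lower of the Wt replicates 0.876 and 0.893. Across 5351 regions shared by both marks, the H3K4me2 difference between the libraries labelled mTg and Wt correlated with that of H3K27ac at 0.112 (-0.00355 to 0.172 over single H3K4me2 libraries), where an exchange would give a negative value. For Ex over Sed this was 0.0619 (-0.0862 to 0.179), so the test decides nothing. The construct of the transgene was not analysed here, and H3K27ac showed no peak over these exons in either group. The finding rests on peaks called by the authors, and reads were not used here.

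H3K27ac of Ex Quad ranked shared regions least like the other lists by level per kb, on the mean over lists. That mean rho was 0.790 for Ex, and 0.868 for Sol, the lowest of the other groups without Ex. The rho of Ex was 0.768 with Quad, 0.802 with Wt, 0.746 with EDL, 0.815 with Sol and 0.809 with Dia. For mTg it was 0.837 to 0.894 with the lists of groups other than Ex. With its own control Sed, Ex had 0.846, which lies inside the mTg range and beside the 0.846 of Sol and Wt. By the authors' fold over input in place of this level, Wt and mTg stood apart instead. Ex had 0.484 to 0.574 with Quad, Sed, EDL, Sol and Dia, mTg had 0.154 to 0.217 with the same lists, and Wt had 0.132 with Quad, 0.141 with Sed and 0.0689 with Ex. The 6 pairs of muscles and Quad with Sed, which involve none of Ex, Wt and mTg, had 0.584 to 0.655. The cause of the low values of Wt and mTg was not tested. By level per kb, both Ex libraries lay low but replicate 2 lay lowest, with a mean rho over 7 other groups of 0.726, against 0.819 for replicate 1. Among libraries of other groups, set against 6 groups other than Ex, the lowest mean was 0.846, for Sed replicate 2. GC content of the regions is argued against as the whole cause. The Ex over Sed difference did not follow it (rho -0.0144), while the difference of Ex with Quad, EDL and Sol did weakly (0.158, 0.125 and 0.156), as did that of Quad and Sed (0.337), which ranked regions alike. Within deciles of GC content, the mean rho of Ex with the 7 other groups was 0.744, and the lowest mean of another group, without Ex, 0.842 (Sol). Noise between the Ex replicates is argued against as the whole cause, since they ranked regions alike at 0.899 and the Wt replicates at 0.875, while Wt resembled the other lists. A narrower range of levels in Ex stays open. The Ex over Sed difference fell with the level in Wt across 7679 regions (rho -0.198), as a narrower range would give. It also correlated with the Sol over Quad difference (rho 0.293), where Sed over Wt gave 0.191. With GC content and levels in other groups held, Ex over Sed gave 0.211. Sed over Wt was not computed with these held, so the 0.211 has no untreated value beside it and decides nothing on the range. By this correlation, a move from Quad-like towards Sol-like H3K27ac after exercise cannot be told apart from a difference between experiments. Sed over Wt, with no treatment, also correlated with Sol over Quad. The 7679 regions were called in Quad, Sed, Ex, Sol, Wt and mTg alike, so a shift at Quad-only regions lies outside this test. Of hypoacetylated EMRs, 34.6% overlapped Quad-only peaks, against 17.0% of all Sed and Ex regions. For Dia over EDL, Ex over Sed gave 0.327 and Sed over Wt 0.0248, so there the untreated pair showed little of the relation. For H3K4me2 the relation of Ex over Sed with Sol over Quad was -0.00623. Exercise itself stays open as a biological explanation, as does a difference between library batches, which the labels do not give. These correlations are across regions, which are not independent replicates.

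NFAT peaks were rarely found in H3K27ac regions. In Sol, the share in H3K27ac regions was 0.756 times that of peaks placed at random on the same chromosome, and in Quad 1.01 times, whereas MED1 peaks had 11.05 to 18.7 times the random share. The full NFAT lists are thus consistent with no enrichment of active regions. Among as many top-scoring peaks of Sol as Quad has, the share in H3K27ac regions was 6.39%, against a random mean of 3.55% for the full list, so an enrichment among the strongest peaks stays open. Peaks of Sol held the word TGGAAAAW in 4.40% against 4.24% of GC-matched random sites (odds ratio 1.04, Fisher's exact p = 1.49e-01, adjusted over both muscles 2.98e-01). Binding at sites outside H3K27ac regions thus gained no support from this word, but the lack of enrichment of 1 word cannot exclude it. A motif other than this word stays open, and so does a low yield of the immunoprecipitation, which was not tested. With 1 library per muscle, the difference between 485 and 39661 peaks has no replicate error, and no biological explanation for it was tested.

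Regions hypoacetylated after exercise and in mTg coincided more often than by chance, while hyperacetylated ones did not. Calling only where a control list has a region does not account for the first, as the odds ratio was 6.69 among regions called in all 4 condition lists. Region width does not account for it either, with an odds ratio of 5.83 over deciles of width. Higher levels in both control groups, where a decrease is called more easily, are argued against. Among 26700 regions called in Sed and Wt, the odds ratio was 5.80, and 6.10 within deciles of the level in these groups. Both treatments may lower H3K27ac at a common set of regions, which is a hypothesis from the data it was tested on. Of the 198 regions with both, 145 (73.2%, 66.7% to 78.9%) overlapped Quad-only peaks, a share looked up after the data were seen. It was 29.9% of regions hypoacetylated in Ex alone, 45.3% in mTg alone and 16.6% of all 57966 merged regions, so membership in either list goes with part of the contrast. Across regions shared by all the lists used, however, the Ex over Sed difference correlated negatively with the mTg over Wt difference (rho -0.224), so the likeness does not extend to all regions.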
